A study of Mus musculus with 8 samples. Its data were reported in "Negative reciprocal regulation between Sirt1 and Per2 modulates the circadian clock and aging" (2016).

How the data were processed

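RNA from mouse liver was measured on 8 Affymetrix Mouse Genome 430 2.0 arrays, 1-colour arrays on which a gene is read by 1 or more probe sets. The mice were wild type (WT) animals of 3, 12 and 19 months and Sirt1-null (MT) animals of 3 months, all on a mixed background of 129, FVB and Black Swiss. Ages and genotypes were taken from the sample descriptions, since the sample titles hold only a number with the letter W or M. Each of the 4 groups had 2 arrays. Livers were taken in a morning window of a few hours, and no time is given for a single mouse. The text of the study speaks of more mice per group than arrays, and whether an array held 1 mouse or a pool is not given in the sources used here. The p-values therefore measure only the spread between these samples, which may be partly technical.

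The deposited values were MAS5 signal intensities on a linear scale, which the authors had scaled so that the mean over probe sets between the 2nd and the 98th percentile was about equal on all 8 arrays (499.77 to 499.79). The MAS5 version is not given in the sources used here. Detection calls and scanner files were not used here, so the presence filter of the methods was not applied. The table held 45101 probe sets, of which 64 Affymetrix controls were left out. Of the other 45037 probe sets, 34945 carried 1 gene symbol, 932 carried several and 9160 had no gene listed, and only those with 1 symbol were named. Entrez IDs of 34754 of the named probe sets were found in a RefSeq gene table, which changed 0 symbols. That table was used for names only, and no genome coordinates are printed. Some members of the gene lists were not analysed here.

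Signals below 1 were set to 1 and all signals were put on the log2 scale with the authors' scaling kept. Probe sets in the upper 50% of mean log2 signal over all arrays (22519, log2 mean of at least 6.18) were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a variance trend), with all 4 groups in 1 fit. The fit had 4 residual and 5.37 prior degrees of freedom. Two-sided p-values were adjusted by Benjamini-Hochberg within each comparison, and a probe set was called at an adjusted p under 0.05. An exact permutation test of 2 arrays against 2 cannot give a p below 0.333, so none was used. Tables were read with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and plots were drawn with matplotlib 3.10.9.

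The comparisons, the gene lists, the rule for named genes and the alternatives were fixed before the data were examined, apart from 2 alternatives added later (separate control arrays and another group as the reference). Named genes were, for each comparison against 3-month-old WT mice, the 10 largest increases and the 10 largest decreases among called probe sets with 1 symbol, separated arrays and a higher group above the array median. Where fewer than 5 passed in a direction, the genes of smallest unadjusted p with a fold over 1.5 were added up to 5 and are described as not passing. Measured clock genes, Sirt1, measured genes the study followed by other assays and the 4 members of largest absolute moderated t in each called list were also named. A gene was represented by its probe set of highest mean. A probe set below the array median on both arrays of a group is described as low there, and its fold is given as a lower bound against that median.

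The 37 gene lists were tested over 10976 genes with camera (limma) at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison. Camera with an estimated correlation and fry were run beside it. None of the list calls held with an estimated correlation, quantile normalization ended 6 of the 45 calls, and fry passed 10 of the 45, all 45 having the same direction in both tests. Calls also ended where the estimated correlation lay below the preset 0.01. For bile acid genes at 19 months it was -0.003871, with unadjusted camera p of 1.41e-06 (preset) and 0.006429 (estimated). The loss of a call in that test therefore does not by itself show a high correlation between genes. Camera compares a list with the other genes, and fry asks whether its genes move one way on balance. Overlaps and correlations between comparisons that share the 3-month-old WT arrays were set beside 100 simulated draws of unchanged groups against those arrays.

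The fit was tested on simulated data for the MT comparison over 22519 probe sets with 200 of them changed. It called 33% of the changes of 2-fold and 83% of those of 4-fold, together with 8 unchanged probe sets. Alternatives covered normalization, the log transform, the filter, the groups in the fit, the variance prior, the test, the threshold, a replicate block, the choice of probe set and leaving out each array in turn. The number of arrays limits the precision.

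Array medians lay between 74.7 and 83.1. Arrays correlated across probe sets at 0.969 to 0.979 within a group and at 0.960 to 0.972 between groups. On array 1 of the MT group the hybridization control BioC was at 2493, against 5036 to 6639 on the other arrays, and on array 2 of that group the 18S rRNA control was at 23740, against 38386 to 52238. The transferrin receptor control was below the array median at both ends on all 8 arrays, so its ratio of ends is not used here.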

Results

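Liver transcripts were profiled in WT mice of 3 ages (3, 12 and 19 months) and in young Sirt1-null (MT) mice of 3 months, with 2 arrays in each of the 4 groups. The median log2 difference between both arrays of a group was 0.19 in size at 3 months, 0.26 at 12 months, 0.22 at 19 months and 0.26 in MT mice. Xist, the RNA that coats the inactive X chromosome, was at or above the 95.2nd percentile of probe sets on all 8 arrays. The 9 probe sets of 3 Y-linked genes were at or below the 43.1st percentile, with signals of 0.129 to 58.2. The methods describe the mutant mice of this experiment as male.

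**Figure D1:**
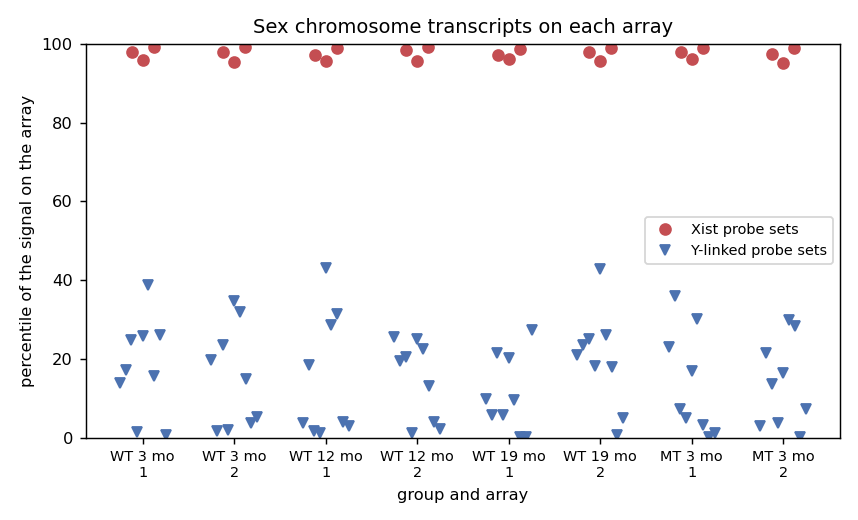
Percentile of each Xist probe set (circles) and each Y-linked probe set (triangles) among all probe sets, for each of the 8 arrays. All Xist probe sets sit at or above 95.2 and all Y-linked probe sets at or below 43.1.

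Sirt1, the deacetylase gene deleted in MT mice, was read by 1 tested probe set. Its signals were 589 and 539 in WT mice at 3 months and 615 and 713 in MT mice, a log2 difference of 0.23 ± 0.20 (SE, n = 2 arrays per group, limma adjusted p = 0.674). At 12 months the Sirt1 difference from 3 months was -0.14 (adjusted p = 0.900), and at 19 months it was 0.24 (adjusted p = 0.672). Where this probe set lies relative to the deleted part of Sirt1 is not known here, so its signal checks neither the genotype nor the labels.

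The comparison of MT and WT mice at 3 months asks which liver genes depend on Sirt1. Clock genes were among the largest called increases. Per2, a repressor of the circadian clock, rose from signals of 83 and 75 to 1004 and 967, a log2 change of 3.64 ± 0.21 (SE, n = 2 arrays per group, limma adjusted p = 0.000463). Usp2, a ubiquitin-specific protease with a circadian rhythm, rose from 111 and 134 to 2754 and 2855, a log2 change of 4.53 ± 0.30 (adjusted p = 0.000678). Wee1, a kinase that delays mitosis and is driven by the clock, rose by 2.57 ± 0.37 (adjusted p = 0.0244). Among clock genes that did not pass, log2 differences were 3.96 for Dbp (adjusted p = 0.0918), 2.56 for Per3 (adjusted p = 0.0630), and 1.67 for Cry1 (adjusted p = 0.0650). Others were 1.17 for Tef (adjusted p = 0.122), 0.91 for Per1 and -1.15 for Nr1d1 (adjusted p = 0.0903). Hlf (0.61), Nr1d2 (0.65), Cry2 (0.47) and Bhlhe40 (0.29) did not pass either. Bhlhe41 and Ciart, another clock repressor, were not tested. Ciart was low in WT mice and at 346 and 438 in MT mice, at least 4.83-fold higher.

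Of 12 measured members of the list of E-box and PAR bZIP clock genes, 3 were called higher in MT mice, and 8 higher and 1 lower when adjusted over the list alone. The median log2 difference was 1.04 (camera adjusted p = 9.4e-08, adjusted p = 0.368 with an estimated correlation). Arntl, which encodes the activator Bmal1, differed by -1.81 (adjusted p = 0.0528), and Clock, its partner, by -0.48. Nfil3 (-0.86) and Rora (-0.30) did not pass, and Npas2 was not tested. Of the 5 measured genes in the Bmal1 phase 0 passed by limma, and the list had a median of -0.48 (camera adjusted p = 0.109, adjusted p = 0.651 with an estimated correlation); 1 was higher and 1 lower when adjusted over the list alone. Of 13 measured genes that the study followed by other assays, 2 were called higher, and 5 higher and 1 lower when adjusted over the list alone. Their median was 0.47 (camera adjusted p = 1.7e-04, adjusted p = 0.368 with an estimated correlation), which is not independent evidence for Per2 and Usp2, since the study picked both from its own array results. In that list Srebf1, a regulator of lipid synthesis, differed by 0.96 (adjusted p = 0.0665), Cdkn1a, an inhibitor of the cell cycle, by -2.01 (adjusted p = 0.0957), Kcnk5 by 0.81 and Pck1 by 0.28. G6pc (0.36), Mlxipl (-0.44) and Hif1a (-0.0019) did not pass, and Cdkn2a was not tested.

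**Figure D2:**
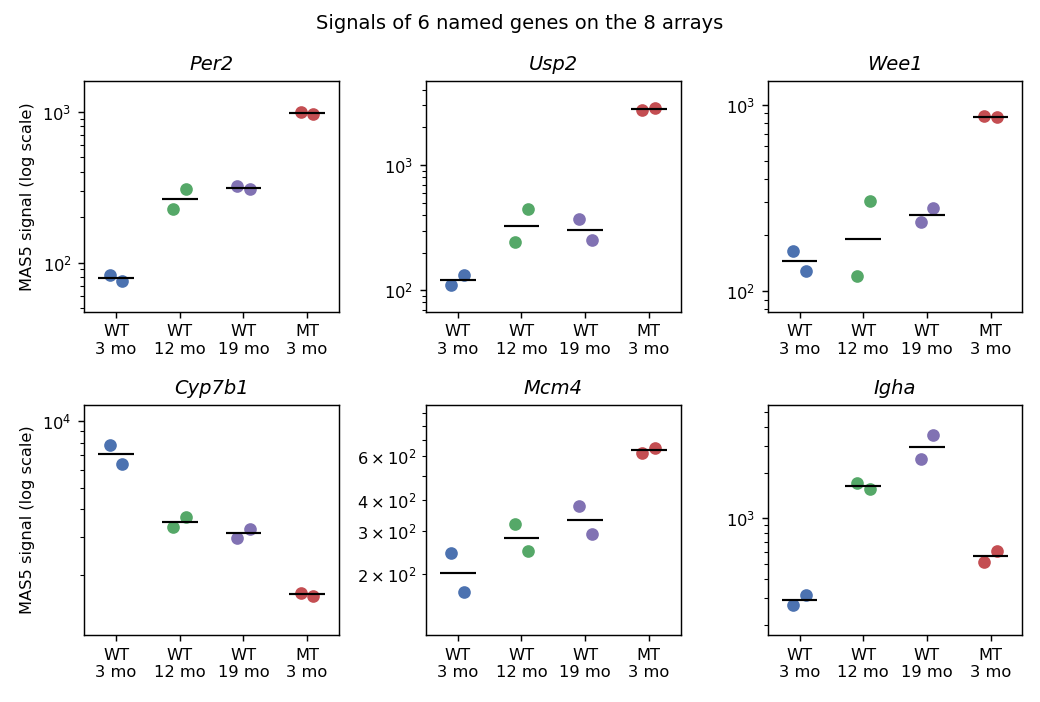
MAS5 signal (log axis) of Per2, Usp2, Wee1, Cyp7b1, Mcm4 and Igha in the 4 groups, with a point for each array and a line at the geometric mean of the pair. Per2 lies at 83 and 75 in WT mice at 3 months and at 1004 and 967 in MT mice.

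Other genes that rose in MT mice included Dclre1a, a DNA crosslink repair nuclease (log2 change 1.98, adjusted p = 0.00193), Fst, which encodes the activin antagonist follistatin (2.54, adjusted p = 0.0484), Lefty1 (1.86, adjusted p = 0.0163) and Coq10b (1.85, adjusted p = 0.0172). Increases were also called for Gmppb (1.70, adjusted p = 0.0335), Ppat, the first enzyme of purine synthesis (1.58, adjusted p = 0.0115) and Mcm4, a subunit of the replicative helicase (1.65, adjusted p = 0.0252). Of 17 measured cell cycle genes 17 lay above 0, with 1 called and 5 higher when adjusted over the list alone. Their median was 0.69 (camera adjusted p = 4.7e-05, adjusted p = 0.368 with an estimated correlation), and Mcm2 (1.56) and Mcm3 (0.99) did not pass. Ccne2, a cyclin, was low in WT mice at 3 months and at least 2.34-fold higher in MT mice, without passing (adjusted p = 0.126). Of 15 heat shock genes 1 was called, Hsph1, a chaperone (0.97, adjusted p = 0.0282), with 8 higher and 1 lower when adjusted over the list alone. That list had a median of 0.54 (camera adjusted p = 5.4e-04, adjusted p = 0.368 with an estimated correlation), and Hspa1b (1.55), Dnaja1 (0.75) and Hsp90aa1 (0.58) did not pass.

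Among genes that fell in MT mice, Cyp7b1, an oxysterol hydroxylase of bile acid synthesis, went from signals of 7842 and 6406 to 1670 and 1620, a log2 change of -2.11 ± 0.15 (SE, n = 2 arrays per group, limma adjusted p = 0.000748). Mrnip changed by -2.57 (adjusted p = 0.000891) and Ccng2, an atypical cyclin, by -2.30 (adjusted p = 0.0205). Gbp6, an interferon-induced GTPase, changed by -2.14 (adjusted p = 0.0278). Neb changed by -1.90 (adjusted p = 0.0115), Rfx4 by -1.86 (adjusted p = 0.0122) and A2ml1 by -1.85 (adjusted p = 0.0245). Ptgds, a prostaglandin D synthase, changed by -1.84 (adjusted p = 0.0477) and Gm2788 by -1.80 (adjusted p = 0.0252). Sox13 was low in MT mice, at least 2.32-fold lower (adjusted p = 0.0330). Of 18 bile acid genes 1 was called lower, with 1 higher and 5 lower when adjusted over the list alone and a median of -0.09 (camera adjusted p = 0.0421, adjusted p = 0.368 with an estimated correlation). Abcb11, the bile salt export pump, differed by -0.66 (adjusted p = 0.0676), Hsd3b7 by -0.50 and Slco1a1, also in the male-biased list, by -0.99. Of 14 male-biased liver genes 1, again Cyp7b1, was called lower, with 5 lower when adjusted over the list alone and a median of -0.37 (camera adjusted p = 0.00195, adjusted p = 0.368 with an estimated correlation). In that list Serpina4-ps1 was low in MT mice, at least 8.72-fold lower without passing (adjusted p = 0.0613), and Elovl3 differed by -2.03 (adjusted p = 0.112). Without array 2 of the MT group these 2 lists lost their calls (adjusted p = 0.190 and 0.101).

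Acute phase genes, which the liver makes in inflammation, had 24 of 30 members below 0 in MT mice. Of these 1 was called, Orm3 (-1.55, adjusted p = 0.0487), with 8 lower when adjusted over the list alone and a median of -0.27 (camera adjusted p = 1.7e-04, adjusted p = 0.368 with an estimated correlation). Mt2, a metallothionein, differed by -3.08 (adjusted p = 0.0532) Mt1 by -2.10 (adjusted p = 0.0939) and Il1r1 by -0.93 (adjusted p = 0.0681). Another probe set of Mt1 passed at -3.76 (adjusted p = 0.00279), as did another of Cdkn1a at -3.41 (adjusted p = 0.0335). Of 20 interferon response genes 1 was called lower, with 3 when adjusted over the list alone and a median of -0.15 (camera adjusted p = 0.0445, adjusted p = 0.688 with an estimated correlation). Psmb9 (-0.91), Psmb8 (-0.86) and Gbp3 (-0.86) did not pass. Markers of antigen presentation had a median of -0.76 over 5 genes, with 0 passing limma and 0 when adjusted over the list alone (camera adjusted p = 0.0367, adjusted p = 0.637 with an estimated correlation). Members included Cd74 at -0.80, H2-Eb1 at -0.96, H2-Aa at -0.76 and H2-DMa at -0.37. T and NK cell markers had a median of -0.59 over 7 genes, with 0 passing limma and 2 lower when adjusted over the list alone (camera adjusted p = 0.0467, adjusted p = 0.368 with an estimated correlation). Gzma, a granzyme, was low in MT mice, at least 2.78-fold lower without passing (adjusted p = 0.0528). Ccl5 was at -1.14 and Gzmb at -0.86, and Thy1, low in WT mice at 3 months, was at least 1.22-fold higher, none of them passing. Kupffer cell markers were not called, with 14 of 20 genes below 0 and a median of -0.25 (camera adjusted p = 0.0573). Hepatocyte markers, with 18 of 19 genes above 0 and a median of 0.09, were not called either (camera adjusted p = 0.0576). Nor were neutrophil markers, with a median of 0.53 over 5 genes (camera adjusted p = 0.0955). The interferon call was lost without either WT array of 3 months or array 2 of the MT group (adjusted p of up to 0.434). The antigen presentation call was lost without array 1 of either group (up to 0.442). The T and NK call was lost without array 2 of WT mice at 12 months, array 2 at 3 months or array 1 of the MT group (up to 0.194). Without a variance trend the bile acid, interferon and antigen presentation calls were lost (adjusted p of 0.0701, 0.0624 and 0.0531). Fry, which asks whether the genes of a list move one way on balance, passed 3 of the 10 lists called in MT mice. These were the genes the study followed (adjusted p = 0.00909), bile acid genes (0.0443) and heat shock genes (0.0443). It did not pass the E-box clock (0.0567), cell cycle (0.113), male-biased (0.113), acute phase (0.130), T and NK (0.130), antigen presentation (0.419) and interferon lists (0.556). By fry alone, the exocrine pancreas markers also passed (adjusted p = 0.0116), with a median of -0.91 over 2 genes, 1 lower when adjusted over the list alone and a camera adjusted p of 0.0573. Cela1, an elastase, was at 4712 and 3993 in WT mice and at 1974 and 1841 in MT mice (-1.19, adjusted p = 0.0583), and Cela3b differed by -0.63. Cela3b was at 123 and 274 in WT mice at 3 months and at 99.2 and 141 in MT mice, so its arrays were not separated. Of 13 pancreas markers on the array only these 2 were tested, so the result does not speak for the exocrine pancreas.

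In all, limma called 116 of 22519 probe sets between MT and WT mice, 56 higher and 60 lower, which named 44 genes higher and 49 lower. At an unadjusted p under 0.05 there were 3030 probe sets, against 1126 by chance. The count was 14 without array 1 and 13 without array 2 of WT mice at 3 months, and 67 without array 2 of the MT group. It was 255 and 249 without arrays 1 and 2 of WT mice at 12 months, and 9 without a variance trend. Per2, Usp2, Cyp7b1, Mrnip and Dclre1a stayed called whichever array was left out (highest adjusted p 0.0376, for Dclre1a), whereas each other named gene lost its call without array 1 and without array 2 of the 3-month-old WT group, with adjusted p of up to 0.298. Without a variance trend Lefty1 was the 1 gene among these that stayed called.

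The comparisons of WT mice of different ages ask which liver genes change with age. The control probe sets for pyruvate carboxylase gave a log2 signal higher at the 3' than at the 5' end by 4.54 and 5.10 at 12 months, 5.86 and 4.77 at 19 months, and 3.88 to 4.25 on the 3-month-old WT and MT arrays. The same difference for beta-actin was 1.228 to 1.31 at 12 and 19 months. It was 1.224 and 1.095 on the 3-month-old WT arrays and 0.968 and 1.48 on the MT arrays. For Gapdh it was -0.46 to -0.34 at 12 and 19 months, -0.59 and -0.51 on the 3-month-old WT arrays, and -0.62 and -0.38 on the MT arrays. For each of these controls, every array at 12 and 19 months thus lay above both 3-month-old WT arrays, for beta-actin narrowly. Whether this affects the age comparisons was not tested. At 12 months Igha, the constant region of the IgA heavy chain made by plasma cells, rose from signals of 270 and 313 to 1721 and 1553, a log2 change of 2.49 ± 0.20 (SE, n = 2 arrays per group, limma adjusted p = 0.00902). A probe set of Pgd, a pentose phosphate enzyme that makes NADPH, rose by 1.73 (adjusted p = 0.0243), whereas the Pgd probe set of highest mean differed by 1.46 (adjusted p = 0.103). A probe set of Hadh, an enzyme of fatty acid oxidation, changed by -2.55 (adjusted p = 0.0243); it lies outside the naming rule and was chosen after its values were seen, and both other Hadh probe sets differed by -0.02 and -0.01. Per2 was at 227 and 305, a difference of 1.73 (adjusted p = 0.0635), and Usp2 differed by 1.42 (adjusted p = 0.221). Differences that did not pass were 1.85 for Pnpla3, a lipid droplet protein, 1.06 for Smlr1, -1.02 for Cyp7b1, -1.07 for Mcc, -0.92 for Cyp1a2 and -0.89 for Cpeb2 (adjusted p of 0.103 or more). Polr3d was low at 12 months, at least 2.64-fold lower without passing (adjusted p = 0.109).

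Fatty acid synthesis genes were called higher at 12 months as a list by camera at the preset correlation. Of 18 measured genes 17 lay above 0 with a median of 0.65, 0 passed limma alone and 12 were higher when adjusted over the list alone (camera adjusted p = 5.5e-12, adjusted p = 0.441 with an estimated correlation). Acly, which makes cytosolic acetyl-CoA, differed by 1.02, Scd1, a desaturase, by 0.66 and Thrsp by 1.502. Of 12 E-box clock genes 11 lay above 0 with a median of 0.41, 0 passing limma and 3 higher when adjusted over the list alone (camera adjusted p = 7.7e-04, adjusted p = 0.815 with an estimated correlation). Hlf was at 0.76 and Bhlhe40 at 0.39. The genes the study followed had a median of 0.45, 0 passing limma and 3 higher when adjusted over the list alone, with the same limit for Per2 and Usp2 (camera adjusted p = 7.7e-04, adjusted p = 0.236 with an estimated correlation). Kcnk5 was at 0.87 and Srebf1 at 0.45. Bile acid genes had 15 of 18 members below 0, a median of -0.22, 0 passing limma and 4 lower when adjusted over the list alone (camera adjusted p = 7.7e-04, adjusted p = 0.236 with an estimated correlation). Its members included Akr1d1 at -1.02, Slco1a4 at -0.69 and Nr0b2, a repressor of bile acid synthesis, at -1.46. Immediate early genes, which respond to stimuli within minutes, had a median of -0.79 over 12 genes, 0 passing limma and 2 lower when adjusted over the list alone (camera adjusted p = 0.00121, adjusted p = 0.765 with an estimated correlation). Members included Egr1 at -3.76, Junb at -1.17, Ier2 at -1.14 and Zfp36 at -1.02. The E-box call was lost without array 2 of WT mice at 12 months or array 1 at 3 months (adjusted p of up to 0.647), and the immediate early call without array 1 at 12 months (0.255).

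B and plasma cell markers had 1 of 7 genes called at 12 months, Igha, with 3 higher when adjusted over the list alone, a median of 0.13 and a mean of 0.77 (camera adjusted p = 0.0321, adjusted p = 0.612 with an estimated correlation). Jchain was at 1.95, Ighm at 1.65 and Cd79b at -0.35, none passing. Xenobiotic metabolism genes had a median of -0.13 over 25 genes, 0 passing limma and 1 lower when adjusted over the list alone (camera adjusted p = 0.0477, adjusted p = 0.815 with an estimated correlation). Named members were Abcc3, an export pump, at -0.79, Sult1d1 at -0.49 and Gstm1 at 0.36. Acute phase genes had a median of -0.05 over 30 genes, 0 passing limma and 1 higher when adjusted over the list alone (camera adjusted p = 0.0477, adjusted p = 0.816 with an estimated correlation). These included Hamp2 at 1.30, Orm2 at -1.20, Socs3 at -0.99 and Orm3 at -0.95. Leaving out array 1 at 12 months ended the B and plasma cell call (adjusted p = 0.0637). Leaving out either array at 12 months, array 2 at 3 months or either MT array ended the xenobiotic call (up to 0.297). Leaving out array 1 at 12 months, array 1 at 3 months or either MT array ended the acute phase call (up to 0.411). Testing without a filter and without a variance trend ended the B and plasma cell (adjusted p of 0.0521 and 0.0956), xenobiotic (0.0591 and 0.131) and acute phase calls (0.0521 and 0.0956). A replicate block and averaging over probe sets also ended the xenobiotic (0.0687 and 0.0831) and acute phase calls (0.0643 and 0.0988), the latter being lost also with median centring (0.0607) and in the upper 30% of probe sets (0.0781). Of the 8 lists called at 12 months, fry passed the genes the study followed (adjusted p = 0.0312) and no other, with 0.175 for fatty acid synthesis and for B and plasma cells and 0.195 or more for the rest. Limma called 3 probe sets at 12 months, 2 higher and 1 lower, and 1931 at an unadjusted p under 0.05. Centring each array on its median gave 5, 4 higher and 1 lower, and the fit without a variance trend gave 0. The count was 0 without array 2 of the 3-month-old WT mice, 12 and 9 without arrays 1 and 2 at 12 months, and 16 and 20 without arrays 1 and 2 of the MT group. Igha lost its call without array 1 or array 2 at 3 months (adjusted p of up to 0.0604), without a variance trend and averaged over its probe sets.

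At 19 months Igha rose from its level at 3 months to signals of 2459 and 3514, a log2 change of 3.34 ± 0.20 (SE, n = 2 arrays per group, limma adjusted p = 0.00065), and another Igha probe set changed by 2.99 (adjusted p = 0.0219). Per2 rose to 321 and 308, a log2 change of 1.99 ± 0.21 (adjusted p = 0.0296). Cyp7b1 fell on both of its tested probe sets, by -1.19 (adjusted p = 0.0459) and -1.35 (adjusted p = 0.0311), and Gpcpd1, a glycerophosphocholine phosphodiesterase, by -1.64 (adjusted p = 0.0296). Differences that did not pass were 4.16 for Igkv8-30, an immunoglobulin light chain gene, 2.74 for Jchain, which joins IgA and IgM, and 2.47 for Csad, an enzyme of taurine synthesis. Below 0 they were -1.61 for Dio1, which activates thyroid hormone, -1.14 for Spp2 and -1.44 for Cela1 (adjusted p of 0.0675 or more). Usp2 differed by 1.33 (adjusted p = 0.182).

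By camera at the preset correlation, markers of B and plasma cells, Kupffer cells and neutrophils were called higher at 19 months. Those of hepatocytes were called lower with the values as deposited. None of these calls held with an estimated correlation, and of these lists fry passed B and plasma cells only. B and plasma cell markers had 7 of 7 genes above 0, a median of 0.74, 1 called and 3 higher when adjusted over the list alone (camera adjusted p = 6.3e-06, adjusted p = 0.198 with an estimated correlation). Ighm, the IgM heavy chain, was at 2.74 and Mzb1 at 0.50. Kupffer cell and macrophage markers had 20 of 20 genes above 0, a median of 0.52, 0 passing limma and 10 higher when adjusted over the list alone (camera adjusted p = 2.3e-08, adjusted p = 0.406 with an estimated correlation). Its members included Vsig4 at 0.91, Lyz2 at 0.85, Adgre1 at 0.79 and Cd163 at 0.71. Neutrophil markers had a median of 0.47 over 5 genes, 0 passing limma and 2 higher when adjusted over the list alone (camera adjusted p = 0.00630, adjusted p = 0.406 with an estimated correlation). Members included S100a9 at 1.42, S100a8 at 1.11 and Csf3r at 0.40, and Mpo was low at 3 months. Hepatocyte markers had 17 of 19 genes below 0, a median of -0.21, 0 passing limma and 0 when adjusted over the list alone (camera adjusted p = 1.1e-04, adjusted p = 0.406 with an estimated correlation). Named members were Alb at -0.35, Apoa2 at -0.34, Hpd at -0.33 and Cps1 at -0.32, and quantile normalization ended this call (adjusted p = 0.916). Stellate cell and matrix genes had a median of -0.19 over 23 genes, 0 passing limma and 0 when adjusted over the list alone (camera adjusted p = 0.00359, adjusted p = 0.374 with an estimated correlation). These included Col3a1 at -0.76, Col1a2 at -0.57, Col4a1 at -0.47 and Rgs5 at -0.41. Endothelial markers had a median of 0.07, antigen presentation markers of 0.10 and T and NK cell markers of -0.29, none called. The neutrophil call was lost without array 2 at 19 months (adjusted p = 0.374) or without a filter (0.107), and the stellate call without array 1 at 3 months (0.0560).

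Of the metabolic lists 5 were called lower at 19 months by camera at the preset correlation, and none with an estimated one. Of these, fry passed gluconeogenesis and bile acid genes only. Fatty acid synthesis, cholesterol and xenobiotic genes had medians of 0.14, 0.24 and -0.18 and were not called (camera adjusted p of 0.114 or more). Oxidative phosphorylation genes lay below 0 in 34 of 34 cases, with a median of -0.27, 0 passing limma and 0 when adjusted over the list alone (camera adjusted p = 5.3e-12, adjusted p = 0.365 with an estimated correlation). Leading members were Sdhb at -0.48, Ndufs3 at -0.46, Cyc1 at -0.45 and Atp5c1 at -0.43. Bile acid genes had 1 of 18 called and 6 lower when adjusted over the list alone, with a median of -0.41 (camera adjusted p = 1.3e-05, adjusted p = 0.198 with an estimated correlation). Named members were Abcb11 at -0.72, Akr1d1 at -0.81 and Hsd3b7 at -0.36. Amino acid and urea cycle genes had a median of -0.23 over 29 genes, 0 passing limma and 0 when adjusted over the list alone (camera adjusted p = 3.3e-05, adjusted p = 0.406 with an estimated correlation). Got1, a member here and of the gluconeogenesis list, was at -0.85, Kmo at -0.57 and Bhmt at -0.40. Gluconeogenesis genes had a median of -0.33 over 15 genes, 0 passing limma and 0 when adjusted over the list alone (camera adjusted p = 0.00273, adjusted p = 0.272 with an estimated correlation). Pck1 and Slc37a4 were at -0.46 and Pcx, pyruvate carboxylase, at -0.33. Fatty acid oxidation genes had a median of -0.16 over 25 genes, 0 passing limma and 0 when adjusted over the list alone (camera adjusted p = 0.00546, adjusted p = 0.631 with an estimated correlation). Vnn1 was at -1.88, Angptl4 at -1.75, Decr1 at -0.64 and Cd36, a fatty acid transporter, at 1.81. The amino acid and fatty acid oxidation calls were lost without array 2 at 19 months (adjusted p = 0.0508 and 0.0823), and the latter also with quantile normalization (0.188).

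Acute phase genes had a median of -0.14 at 19 months over 30 genes, 0 passing limma and 1 lower when adjusted over the list alone (camera adjusted p = 0.00178, adjusted p = 0.406 with an estimated correlation). Il1rn was at -1.89, Mt2 at -1.20, Orm2 at -0.78 and Apcs at -0.25. Male-biased genes had a median of -0.46 over 14 genes, 1 called, Cyp7b1, and 1 higher and 2 lower when adjusted over the list alone (camera adjusted p = 0.0104, adjusted p = 0.406 with an estimated correlation). Egfr was at -1.40 (adjusted p = 0.0951), Cyp2u1 at 1.12 and C6 at 0.60. Exocrine pancreas markers had 2 genes measured, a median of -0.92, 0 passing limma and 1 lower when adjusted over the list alone (camera adjusted p = 0.0268, adjusted p = 0.374 with an estimated correlation). Cela1 was at -1.44 and Cela3b, again without separated arrays, at -0.39, so this call does not speak for the exocrine pancreas either. Unfolded protein response genes had a median of 0.26 over 23 genes, 0 passing limma, and 2 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.0442, adjusted p = 0.631 with an estimated correlation). Its members included Manf, a factor of the endoplasmic reticulum, at 1.21, Dnajb9 at 0.82, Xbp1 at 0.48 and Trib3 at -1.61. E-box clock genes had a median of 0.48, 1 called, Per2, and 2 higher when adjusted over the list alone (camera adjusted p = 0.00169, adjusted p = 0.546 with an estimated correlation). Wee1 was at 0.83 and Hlf at 0.50. The genes the study followed had a median of 0.21, 1 called and 5 higher when adjusted over the list alone, again not independent for Per2 and Usp2 (camera adjusted p = 0.0104, adjusted p = 0.351 with an estimated correlation). Kcnk5 was at 0.99 and Srebf1 at 0.72. Leaving out array 1 at 19 months ended the acute phase call (adjusted p = 0.527), and array 1 at 3 months the male-biased (0.0570) and E-box calls (0.0715). Leaving out array 2 at 3 months ended the pancreas call (0.0913), and array 2 at 19 months the call of the genes the study followed (0.117). Leaving out array 2 at 19 months or either array at 3 months ended the unfolded protein call (up to 0.537). Quantile normalization ended the acute phase (0.357) and male-biased calls (0.0634), and testing without a filter the pancreas call (0.0549). The unfolded protein call was also lost with an offset of 64 (0.0539), without a variance trend (0.126) and with a replicate block (0.0709), and that of the genes the study followed when averaged over probe sets (0.124). Of the 16 lists called at 19 months fry passed 5, namely B and plasma cells, gluconeogenesis, the exocrine pancreas and the genes the study followed (adjusted p = 0.0118 each) and bile acid genes (0.0136). It did not pass oxidative phosphorylation (0.0522), neutrophil (0.135), hepatocyte (0.148), Kupffer cell (0.180) or stellate lists (0.198), nor the other 6 (0.266 or more).

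**Figure D3:**
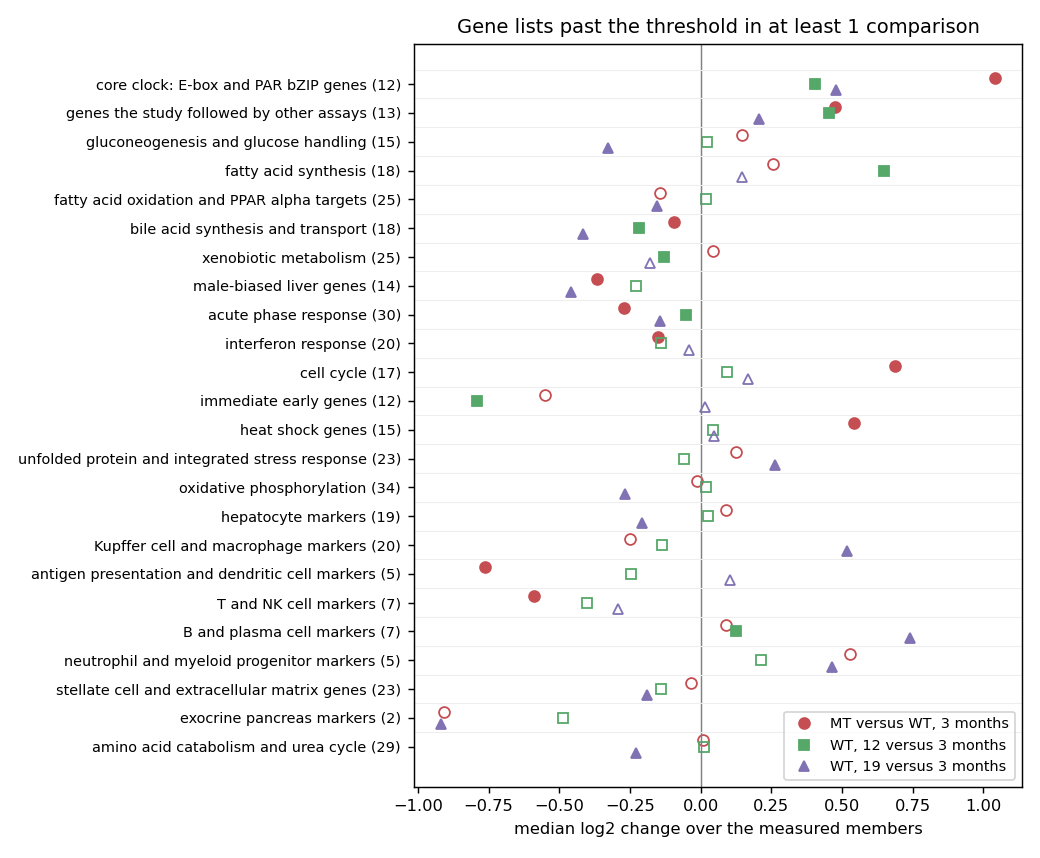
Median log2 difference of each gene list that passed camera in at least 1 of the 3 comparisons with 3-month-old WT mice, with measured members in brackets. Filled points have a camera adjusted p under 0.05 at the preset correlation; the E-box clock list lies at 1.04 in MT mice, and oxidative phosphorylation at -0.27 at 19 months.

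Limma called 8 probe sets between 19 and 3 months, 5 higher and 3 lower, and 2811 at an unadjusted p under 0.05. Among them were 2 unnamed probe sets with changes of 2.99 (adjusted p = 0.0311) and 2.71 (adjusted p = 0.0482). The count was 19 and 20 without arrays 1 and 2 of the MT group, 30 and 28 without those at 12 months, 4 without array 2 at 19 months, and 3 and 2 without arrays 1 and 2 at 3 months. Igha stayed called whichever array was left out, and Per2, Cyp7b1 and Gpcpd1 each lost their call without either array at 19 or at 3 months (adjusted p of up to 0.282) and without a variance trend. Centring each array on its median gave 21 probe sets, a fit of only both groups 135, and a fit without a variance trend 1. Between 19 and 12 months limma called 0 probe sets, with 2419 at an unadjusted p under 0.05 and 524 by the methods' t-test at its own threshold.

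Genes shared by MT mice and aging WT mice bear on whether loss of Sirt1 and aging move the same transcripts. At an adjusted p under 0.05, MT mice shared Per2 in the upward direction and both tested Cyp7b1 probe sets in the downward direction with 19 months, 12 and 19 months shared Igha, and limma called 0 probe sets in all 3 comparisons. At an unadjusted p under 0.05 and a fold over 1.5, limma gave 101 probe sets higher and 87 lower in all 3 comparisons, among them Per2, Usp2, Dclre1a and Fst. Unchanged groups simulated against the same 3-month-old WT arrays gave 27.9 and 26.7 on average. MT mice and 19 months shared 313 higher and 198 lower, against 68.2 and 66.6 simulated and 40.8 and 26.7 for independent lists. MT mice and 12 months shared 181 and 168, against 66.9 and 66.5 simulated and 22.3 and 26.7, and both ages shared 231 and 167, against 67.0 and 65.5 simulated and 22.8 and 18.2.

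Across probe sets, which are not independent replicates, the log2 changes in MT mice correlated with those at 19 months at 0.488 (simulated 0.502) and with those at 12 months at 0.468 (simulated 0.4999), and both ages correlated at 0.542 (simulated 0.501). The covariances were 0.0915, 0.0816 and 0.0895, against 0.0448, 0.0447 and 0.0448 simulated. With 19 against 12 months, which shares no array with the MT comparison, the correlation was 0.0572 (simulated 0.00163) and the covariance 0.00992. The largest simulated correlation was 0.0249. At the unadjusted p and fold threshold this pair shared 78 probe sets higher and 51 lower. Simulation gave 14.76 and 14.66, and independent lists 36.45 and 19.93. A further 88 probe sets changed in opposite directions.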

Values the study reported

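The study reported 192 upregulated and 281 downregulated genes in WT mice at 12 months, and 450 upregulated and 308 downregulated genes at 19 months, each against 3 months. It reported 59 upregulated and 42 downregulated genes common to both ages. In MT mice at 3 months it reported 427 upregulated and 430 downregulated genes, of which 21 and 9 overlapped with the genes common to both ages. Its criteria were a fold change above 1.5 and a p-value below 0.05. It also left out probes that MAS5 called absent on both arrays of either condition. For the overlapping genes it reported that qRT-PCR bore out most of the upregulated genes tested and all 9 downregulated ones.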

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

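The tests of sampling time, of the sex of the mice and of shared control arrays were chosen only after the results were seen. The bounds of the phase test were set before, but it was narrowed to genes outside the clock lists after its value was known.

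In the step from 12 to 19 months, the difference between both age effects, 11 gene lists stood apart from the other genes by camera, and fry passed 1 of them, gluconeogenesis (adjusted p = 0.0262). Fatty acid synthesis genes had a median of -0.609 (camera adjusted p = 9.6e-08, adjusted p = 0.430 with an estimated correlation), oxidative phosphorylation genes -0.2635 (1.3e-12 and 0.430), gluconeogenesis genes -0.3488 (5.2e-04 and 0.430), fatty acid oxidation genes -0.2264 (9.6e-04 and 0.631), hepatocyte markers -0.2381 (7.2e-06 and 0.470) and amino acid and urea cycle genes -0.2327 (7.3e-06 and 0.490). Kupffer cell and macrophage markers had a median of 0.6491 (1.8e-10 and 0.430), B and plasma cell markers 0.8462 (5.2e-04 and 0.430), neutrophil markers 0.8991 (0.00275 and 0.430), immediate early genes 0.5506 (9.6e-04 and 0.490) and unfolded protein response genes 0.2934 (0.00215 and 0.534). In each of these pairs the first value is the camera adjusted p and the second is the adjusted p with an estimated correlation. Adjusted over the list alone, 10 fatty acid synthesis genes and 7 oxidative phosphorylation genes were lower and 9 Kupffer cell genes were higher. Quantile normalization ended the hepatocyte (adjusted p = 0.595) and fatty acid oxidation calls (0.0650), and testing without a filter the neutrophil call (0.209). Leaving out array 2 at 12 months ended the fatty acid oxidation call (adjusted p = 0.704), array 2 at 19 months the neutrophil call (0.153), and array 1 at 12 months or array 2 at 19 months the immediate early (up to 0.230) and unfolded protein calls (up to 0.655).

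E-box clock genes stood higher in MT mice by camera at the preset correlation, but not with an estimated one (adjusted p = 0.368 at a correlation of 0.637) or by fry (0.0567), and Per2, Usp2 and Wee1 passed. Array scaling is argued against, since the list's median stayed at 1.012 or above after quantile normalization and median centring, and so is a single array, since it stayed at 0.7358 or above whichever of the 4 arrays was left out. For the other 112 probe sets called, differences between arrays correlated with the MT change at 0.0327 (12 months) and -0.06883 (19 months). These values cannot decide whether a phase difference also runs between arrays, since calls favour probe sets that differ little within groups. The clock score differed by 0.9814 between the arrays at 12 months and by only 0.2726 between those at 19 months. Between MT and WT mice it differed by 1.685. Time of sampling therefore stays open for the clock genes and for the others. The 6 WT arrays spanned 0.7887 of the clock score that separates MT from WT mice, and no time is given per array. The genotype is the biological explanation that the design names, and on these arrays genotype and sampling time cannot be told apart. The study also followed Per2 by qRT-PCR over the light and dark cycle in mice lacking Sirt1 in the liver. It reported a disturbed pattern there, and those data were not used here.

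Xist was high and Y-linked transcripts were low on all 8 arrays, although the methods describe the mutant mice as male. Male mice are argued against, since Xist was never below the 95.19th percentile of probe sets. Pools that mix the sexes stay open: no Y-linked probe set exceeded the 43.13rd percentile, but no male sample shows what these probe sets can detect. No biological explanation was tested.

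Probe sets changed in MT mice and at both ages were more than shared arrays gave in simulation. The simulated groups were unchanged, so these counts cannot show what shared arrays give for groups that each change. The MT changes correlated with those at 19 and 12 months at 0.488 and 0.468, not above the simulated 0.502 and 0.4999. Chance values of the shared arrays are argued against as the whole cause, since the covariance was 0.03653 or more when each comparison took its own 3-month-old WT array. By covariance, the 12-month arrays did not stand apart from the others as a group (-0.007499 to 0.006229 with them as the reference). That the other groups of 2 arrays each stand apart stays open. With another group as the reference, the covariance was 0.02416 times that with 3-month-old WT mice for 12 months. It was, however, 0.822 times for 19 months and 1.13 times for MT mice. At the unadjusted p and fold threshold, these references gave 145, 191 and 374 shared probe sets in turn, against 188 with 3-month-old WT mice. The step from 12 to 19 months shares no array with the MT comparison, and correlated with it at 0.0572 (largest simulated value 0.0249). For that pair 78 probe sets were shared higher and 51 lower, but 88 changed in opposite directions. This weak relation covers only that step. For changes from 3 months, a shared effect of age and of Sirt1 loss cannot be told apart from groups that differ from one another. Nor can it be told apart from anything else that sets the 3-month-old WT arrays apart, such as their handling.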

How the results depend on the processing

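The separate control arrays and another reference group were tried only after the result was seen; the other alternatives were planned. No result reversed its direction past the threshold. Of 30 named gene changes past the threshold 6 stayed past it in every alternative that kept limma, those of Per2, Usp2, Cyp7b1, Mrnip and Dclre1a in MT mice and of Igha at 19 months. After Benjamini-Hochberg the methods' t-test called 0 probe sets, so none of the 6 passed it (smallest adjusted p 0.133 in MT mice and 0.1117 at 19 months). Of 45 list calls 21 held whichever array was left out, and with an estimated correlation 0 held in each of the 4 comparisons by camera. The cause of the changes below was not tested unless stated. Counts are given for MT mice, 12 against 3, 19 against 3 and 19 against 12 months in this order, where limma called 116, 3, 8 and 0, and shared calls for both ages, MT and 12 months, MT and 19 months, and all 3, where it gave 1, 0, 3 and 0.

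A looser threshold by construction gives more calls. At an adjusted p under 0.10 there were 413, 5, 57 and 4, with 3, 2, 20 and 2 shared. Limma at the methods' threshold gave 1888, 1170, 1607 and 1343, with 398, 349, 511 and 188 shared. The methods' t-test gave 890, 502, 750 and 524, with 116, 81, 141 and 29 shared, and 0 in the first 3 comparisons after Benjamini-Hochberg, with 0 shared by both ages or by MT mice and 19 months. eBayes without trend gave 9, 0 and 1 in the first 3 comparisons, with 0 shared by both ages or by MT mice and 19 months, and 5 lists at 12 months. Fitting only the groups compared gave 12, 135 and 5 for the age comparisons, with 7, 1 and 18 shared, and 18 lists in MT mice. Median centring gave 5 at 12 months (4 higher and 1 lower, against 2 and 1) and 21 at 19 months, with 3 shared by both ages, 1 by MT mice and 12 months and 1 by all. Without a filter 3 were called between 19 and 12 months and 5 lists at 12 months, the correlation of MT with 19 against 12 months was 0.0169, and the covariances were 0.409, 0.400 and 0.414. Keeping the upper 30% gave a correlation of 0.114 there and left too few T and NK markers to test in MT mice. With separate control arrays the correlations were 0.199 and 0.228 for both ages, 0.166 and 0.170 for MT and 12 months, and 0.187 and 0.217 for MT and 19 months.

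Of the 45 list calls, quantile normalization ended 6: hepatocyte markers (adjusted p = 0.916), fatty acid oxidation (0.188), acute phase (0.357) and male-biased genes (0.0634) at 19 against 3 months, and hepatocyte markers (0.595) and fatty acid oxidation (0.0650) at 19 against 12 months. Testing without a filter ended 6, eBayes without trend 7, a replicate block 3, averaging over probe sets 3, and median centring, an offset of 64 and the upper 30% 1 each.

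Per2 at 12 months was past the threshold at 1.78 with median centring, and at 19 months it was not at 1.99 without trend or at 1.86 averaged over its probe sets. Equal replicate numbers share only a number: across the 6 pairs of groups, differences between arrays correlated at -0.033 to 0.141, and a replicate block gave 25 calls at 19 months, with 2 shared by both ages and 6 by MT mice and 19 months.

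Leaving out each array in turn, with a lone array assumed to vary like the other groups, gave 13 to 255, 0 to 20, 2 to 30 and 0 to 11 calls, with 0 to 9, 0 to 3, 1 to 7 and 0 to 2 shared. In MT mice the lowest counts came without an array of WT mice at 3 months (14 and 13) and the highest without one at 12 months (255 and 249), whereas at 12 months the highest came without an MT array (16 and 20). Per2 ranged from 3.57 to 3.71 in MT mice, from 1.52 to 1.95 at 12 months, past the threshold without array 1 at 12 months, and from 1.92 to 2.06 at 19 months, where its call was lost without any array at 3 or 19 months. Signal over background could not be judged, since detection calls were not used here.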

Other observations

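Nampt, the rate-limiting enzyme of NAD salvage, rose in MT mice by 1.25 ± 0.20 (log2, SE, n = 2 arrays per group, limma adjusted p = 0.0335); it lies outside the naming rule and was chosen after its values were seen. Of the 16 measured genes of sirtuins and NAD metabolism it was the 1 called, also when adjusted over the list alone, and the list's median was 0.06 (camera adjusted p = 0.615, adjusted p = 0.724 with an estimated correlation). Female-biased liver genes had a median of -0.08 in MT mice over 20 genes, with 0 passing limma and 2 lower when adjusted over the list alone (camera adjusted p = 0.214, adjusted p = 0.701 with an estimated correlation).

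Lists that passed camera in none of the 4 comparisons included, with their medians in MT mice, p53 targets and senescence genes at -0.35 (camera adjusted p = 0.109), the growth hormone and IGF axis at -0.31 (0.0599), cholesterol genes at -0.15 (0.404), HIF-1 targets at 0.10 (0.378), NRF2 genes at -0.05 (0.595), sinusoidal endothelial markers at -0.14 (0.109), cholangiocyte markers at 0.50 (0.214), erythroid markers at 0.24 (0.429), and adipocyte markers at -7.4e-05 with a mean of 0.02 and a test in the downward direction (0.927). Among sex chromosome transcripts Xist was the 1 measured, at -0.20 (0.429). At 19 months p53 targets and senescence genes had a median of -0.04, a mean of 0.00399 and a test in the downward direction (camera adjusted p = 0.932).

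By the methods' t-test at its own threshold of unadjusted p and fold, without the presence filter, MT mice had 439 probe sets higher and 451 lower, 12 months 205 and 297, and 19 months 443 and 307. Both ages shared 67 higher and 49 lower, and all 3 comparisons 18 and 11. After Benjamini-Hochberg adjustment that test called 0 probe sets in each comparison, where limma called 116, 3 and 8.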
